A study of Mus musculus with 12 samples.

How the data were processed

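RNA of C2C12 myoblasts was measured by sequencing of polyA libraries (NEBNext Ultra kit, per the labels) after 24 h in high glucose, low glucose or galactose medium, with 4 libraries per group and 12 in all. Groups were taken from the sample labels. The design text of the series instead describes single muscle stem cells, freshly isolated or cultured for 96 h; the sample labels were followed. Per the submitters' processing notes, the authors used TopHat2 2.0.10, Cufflinks 2.2.0 and Cuffdiff (version not given) with the mouse genome build mm10. The settings of these tools and the normalization between libraries are not stated.

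The one deposited file is the authors' Cuffdiff table, with 26271 loci in 3 comparisons. Its group values are FPKM as the authors' tool writes them, 1 pooled value per group; they sum to 548145 in high glucose, 582498 in low glucose and 617537 in galactose. The deposited log2 fold change is the log2 ratio of the group values with no pseudocount. The deposited test score keeps the sign of the fold change and is not a normal deviate, with a median absolute value of 1.025 where the p-value lies from 0.04 to 0.06. The deposited p-value has a lowest value of 5e-05, reached in 9204 tests. The deposited q-value is the Benjamini-Hochberg adjustment of the p-value over all 44006 tests with status OK in the 3 comparisons together, which was checked by recomputing it. There are no values per library, so no test across libraries was rerun, no SD or n is given, and depth is unknown.

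A gene was called where its status was OK and the authors' q was below 0.05. The tool marked 14699, 14812 and 14495 loci as tested from high to low glucose, from high glucose to galactose and from low glucose to galactose. Most others had too few reads for a test, and 6, 5 and 6 loci had too many reads for the tool and are listed at 0; those include the transcripts of the mitochondrial chromosome. Of all loci, 582 hold several gene symbols, called combined loci here, and 3162 hold none. A symbol in more than 1 locus, as 485 are, was read from the locus with the highest sum of values. Start positions in the file count from 0 and were raised by 1: of 20787 loci whose symbol is in a RefSeq table of the same build, 8205 then equal the RefSeq start, and 8170 equal its end.

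Before the data were examined, 39 gene lists with 936 symbols were fixed, of which 921 were found, 8 through an older symbol. For each list, comparison and direction, called members were set against all other loci with status OK and a larger group value of at least 1 FPKM by a one-sided Fisher's exact test. These 228 tests were adjusted together by Benjamini-Hochberg, and 37 passed at 0.05. The count adjusted over the list alone takes the authors' p-values of the members and adjusts them within the list. Each list's median log2 fold change was also placed among 10000 random lists of the same size, matched on mean expression in 20 bins. Genes are not independent replicates, so these tests describe how calls are spread over genes and give no evidence across cultures. The list tests and the matching were tested on simulated data: of 500 random lists of 30 genes, 4.2% passed at 0.05 unadjusted, 100% of lists with 15 planted calls were recovered, and of 100 lists shifted by 0.3 on the log2 scale 100% were.

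Overlaps of calls were set beside the product expected for independent lists, and beside 200 simulations of unchanged groups with errors read from the deposited test score, rescaled by its median ratio of 0.52 to the normal deviate of its p-value.

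Named genes were chosen by a rule fixed before the data were examined. For each comparison it takes the 10 largest rises and 10 largest falls among called loci with a mean of both groups of at least 5 FPKM, a finite fold change and 1 symbol that is no predicted, Rik, Mir or Snor name. It adds up to 4 called members of each list with the largest absolute fold change, and a set of genes named in advance whatever their call: Txnip, Arrdc4, Slc2a1, Hk2, Ldha, Pdk1, Pdk4, Pdha1, Acly, Acss2, Galk1, Galt, Ppargc1a, Pax7, Myf5, Myod1, Myog, Ep300, Hdac1 and Sirt1. Some genes that the rule takes are not reported here.

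Alternatives tried were q below 0.01, an absolute log2 fold change of at least 1, a larger group value of at least 1 FPKM, adjustment within each comparison, fold changes re-centred on the median of all tested genes, a pseudocount of 1 FPKM, all tested loci as the background of the lists, and percentiles among matched lists. Lists without combined loci, and random lists matched also on transcript length (GENCODE M21, in 10 classes of length and 5 of expression), were added after the data were seen. The medians of all tested genes were 0.0253, 0.0319 and 0.0106 on the log2 scale, so re-centring moved values little and could not change a call. Computations used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.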

Results

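C2C12 cells, a line of mouse myoblasts that can differentiate into muscle fibres, were grown for 24 h in medium with 25 mM glucose (high glucose), 5 mM glucose (low glucose) or 10 mM galactose in place of glucose. Galactose enters glycolysis through the Leloir pathway. Each medium held 1 mM pyruvate, 10% serum and 1% antibiotic. PolyA RNA was sequenced from 4 libraries per group, 12 in all. The title of the series names metabolism, the self-renewal of muscle stem cells and histone acetylation as its subject. The authors' deposited table gives 1 pooled FPKM value per group for each of 26271 loci, with the authors' own test of each pair of groups. No SD, n or spread between libraries can be given with any value, and the depth of the libraries is unknown. The labels do not say whether the 4 libraries of a group came from separate cultures. The authors' p-values and q-values therefore describe these libraries only. How the tool modelled the spread between libraries is not stated. At least 1 FPKM was listed for 13025 loci in high glucose, 12827 in low glucose and 12843 in galactose. A gene was called where the authors' q was below 0.05. Counts of gene lists cover tested members with at least 1 FPKM in either group of the comparison. The lowest q, 0.000239, was shared by 9204 of the 44006 tests in the authors' deposited table, and each called gene given without its q had this value or a higher one below the threshold.

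The comparison of high with low glucose asked what a lower supply of the same sugar changed. In low glucose, genes of the amino acid response were higher. Myogenic regulators and genes of cholesterol synthesis, of the sarcomere and of the extracellular matrix were lower. Trib3, a pseudokinase gene switched on by the transcription factor ATF4, was 8.78-fold higher, going from 5.58 to 49.0 FPKM in the authors' deposited table. Ogn, which encodes the matrix proteoglycan osteoglycin, was 7.84-fold lower in the authors' deposited table, going from 30.2 to 3.85 FPKM. Txnip, a glucose-responsive gene whose product restrains glucose uptake, was 1.65-fold lower in the authors' deposited table, at 10.3 and 6.21 FPKM. Of 14699 loci tested, 5355 were called (36.43%), 2683 higher and 2672 lower in low glucose. Most calls were small: 487 reached a 2-fold change, 127 of them higher and 360 lower.

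All 41 tested members of the amino acid response list rose in low glucose, and 41 passed when adjusted over the list alone. Their median log2 change was 1.01 (one-sided Fisher's exact test, adjusted p = 3.29e-27). Beside Trib3, the list held Chac1, whose product degrades glutathione, Cth, an enzyme of cysteine synthesis, and Aldh1l2, a mitochondrial enzyme of folate metabolism. Their log2 changes in the authors' deposited table were 2.49, 2.73 and 1.92. Outside the list, Adm2, which encodes the peptide hormone intermedin, had the largest rise among named genes, with a log2 change of 4.11 from 0.556 to 9.59 FPKM in the authors' deposited table. Cytosolic ribosomal protein genes also rose, 27 of 56 (29 adjusted over the list alone), by a median log2 change of 0.26 (one-sided Fisher's exact test, adjusted p = 2.11e-05). Rps7 went from 27.3 to 52.4 FPKM and Rplp1 from 3625 to 4520 FPKM in the authors' deposited table.

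Cholesterol synthesis genes fell together: 23 of 25 were called lower in low glucose, 25 adjusted over the list alone, with a median log2 change of -0.59 (one-sided Fisher's exact test, adjusted p = 3.21e-14). Insig1, a sterol sensor, went from 30.8 to 15.4 FPKM, and Hmgcs1, an early enzyme of the mevalonate pathway, from 53.5 to 30.03 FPKM in the authors' deposited table. Of the fatty acid synthesis list, 9 of 18 fell (9 adjusted over the list alone; one-sided Fisher's exact test, adjusted p = 0.012). Among them were Srebf1, which encodes a master regulator of lipogenesis, and the desaturase gene Fads2, with log2 changes of -0.58 and -0.53 in the authors' deposited table. Of the pyruvate and acetyl-CoA list, 8 of 18 fell, also 8 adjusted over the list alone (one-sided Fisher's exact test, adjusted p = 0.0438). These included Pdk2 and Pdk4, kinases that inhibit pyruvate dehydrogenase, and Acss2, which makes acetyl-CoA from acetate, with log2 changes of -1.01, -0.63 and -1.27 in the authors' deposited table. The fatty acid call ended when combined loci were left out, an alternative chosen after the data were seen (adjusted p = 0.0513, Fisher's exact test). The pyruvate call ended with all tested loci as background (adjusted p = 0.0507) and at q below 0.01 (adjusted p = 0.123), by the same exact test.

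Muscle genes were lower in low glucose. Of the myogenic regulators, 17 of 22 fell (18 adjusted over the list alone; median log2 change -0.52; one-sided Fisher's exact test, adjusted p = 2.77e-08). Myod1 and Pax7, transcription factors of myoblasts and of muscle stem cells, went from 154 to 108 FPKM and from 11.5 to 7.34 FPKM in the authors' deposited table. Cdh15, the M-cadherin gene, went from 104 to 46.7 FPKM, and Notch3 from 12.9 to 4.80 FPKM in the authors' deposited table. Myog, the regulator that starts terminal differentiation, went from 3.61 to 1.42 FPKM in the authors' deposited table, whereas Myf5 was not called, at 19.1 and 17.6 FPKM (q = 0.278). Of the sarcomere and differentiation list, 22 of 30 fell (23 adjusted over the list alone; median log2 change -0.71; one-sided Fisher's exact test, adjusted p = 7.65e-10). Examples were the slow troponin gene Tnnt1 and the acetylcholine receptor genes Chrng and Chrnd, with log2 changes of -2.37, -2.15 and -1.64 in the authors' deposited table.

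Extracellular matrix genes fell as well, 18 of 32 (19 adjusted over the list alone; median log2 change -0.28; one-sided Fisher's exact test, adjusted p = 1.05e-05). Loxl1, which crosslinks elastin, the matrix protein gene Thbs1 and the collagen gene Col6a1 had log2 changes of -1.36, -1.34 and -1.18 in the authors' deposited table. Markers of fibroblasts moved the same way: 4 of 4 tested fell, 4 adjusted over the list alone, among them Pdgfrb with 52.2 and 32.2 FPKM in the authors' deposited table (one-sided Fisher's exact test, adjusted p = 0.00729). Of the 5 markers of osteoblasts and chondrocytes tested at 1 FPKM or more, 3 were called lower, which did not pass as a list (adjusted p = 0.17, Fisher's exact test). Below that limit, Col2a1 and Sp7 of the same list were called higher, from 0.165 to 0.445 FPKM and from 0.242 to 0.621 FPKM in the authors' deposited table. Genes of endoplasmic reticulum chaperones fell in 14 of 22 cases (15 adjusted over the list alone; one-sided Fisher's exact test, adjusted p = 2.11e-05), such as Sdf2l1 with a log2 change of -0.81 in the authors' deposited table. Herpud1, a gene of protein degradation in the endoplasmic reticulum on the same list, was higher by a log2 change of 0.95 in the authors' deposited table. Of the inflammatory list, 7 of 14 fell, 7 adjusted over the list alone (one-sided Fisher's exact test, adjusted p = 0.0339), with Cxcl1 and Cxcl5 at log2 changes of -1.11 and -1.21 and Ptgs2 opposite at 1.08 in the authors' deposited table. That call ended with all tested loci as background (adjusted p = 0.0581) and at q below 0.01 (adjusted p = 0.336), by the same exact test. The list's median also stayed above the lower limit of percentile 2.5 among random lists matched on expression. It stood at percentile 3.28, and at 2.74 with a pseudocount of 1 FPKM.

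These 11 calls were the ones that passed in low glucose. Glycolysis genes were not among them, with 2 of 17 called higher and 1 lower. Hk2, the inducible hexokinase, was higher by a log2 change of 0.36 and the transporter gene Slc2a1 fell by 0.34 on the log2 scale in the authors' deposited table. Ldha was not called, at 430 and 467 FPKM in the authors' deposited table (q = 0.142). Of 63 respiratory chain genes, 5 were called higher.

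**Figure D1:**
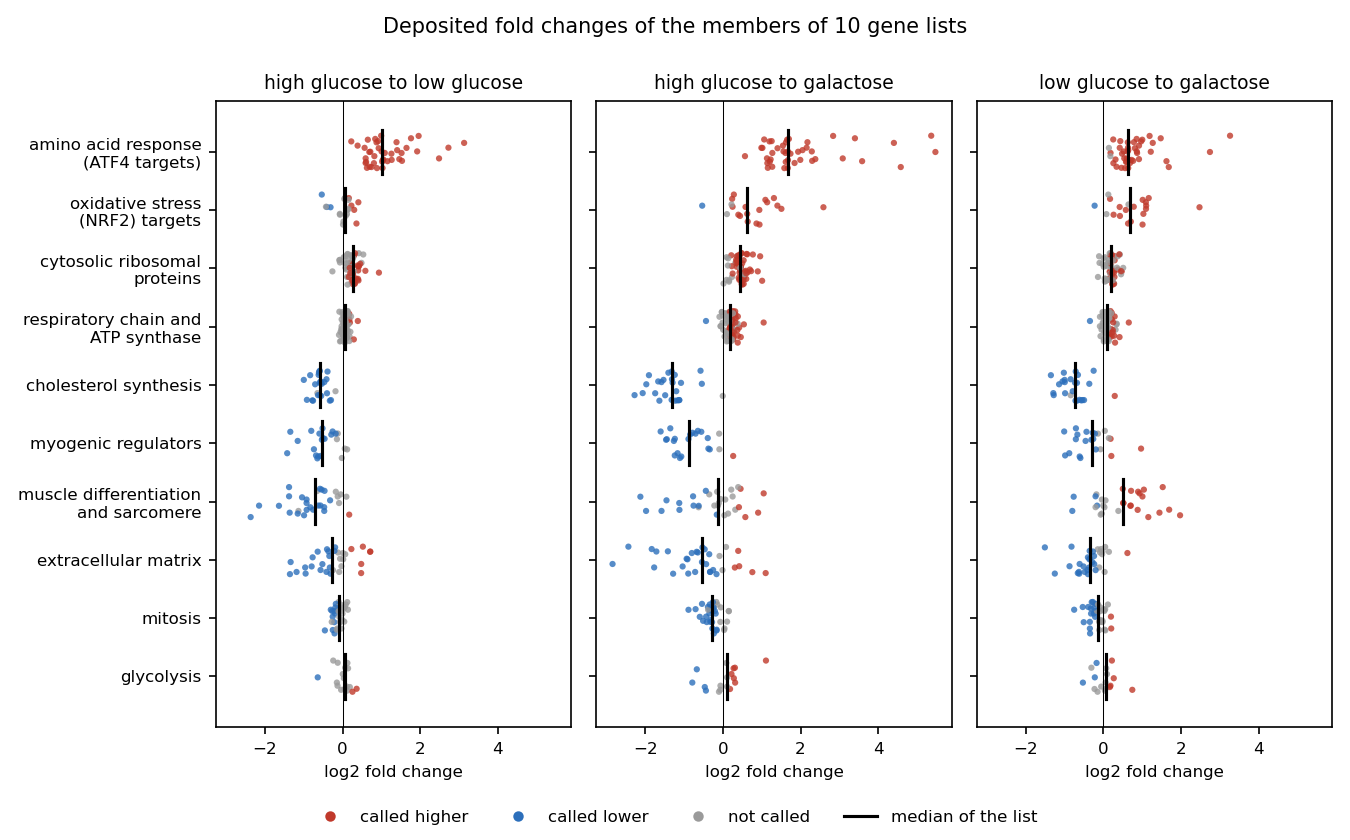
Each point is 1 member of a gene list, placed by its log2 fold change in the authors' deposited table (x axis, no unit) in each comparison, coloured by call, with a black bar at the list's median. All 41 tested amino acid response genes lie right of 0 in the first panel, and the cholesterol synthesis medians are -0.59, -1.32 and -0.73 from left to right.

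The comparison of high glucose with galactose asked what changed when glucose was replaced. In galactose, the amino acid response, ribosomal protein genes and targets of the antioxidant factor NRF2 were higher. Cholesterol synthesis, myogenic regulators, matrix genes and mitotic genes were lower. Txnip had the largest fall among named genes, 64.2-fold, from 10.3 to 0.160 FPKM in the authors' deposited table. Its locus, XLOC_014535, lies on chromosome 3 from 96555768 to 96566801 (mm10). Cth was 44.5-fold higher, at 1.37 and 61.0 FPKM in the authors' deposited table. Of 14812 loci tested, 7600 were called (51.31%), 3921 higher and 3679 lower in galactose, and 1249 of them reached a 2-fold change, 484 higher and 765 lower.

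Several of the largest rises started from almost no expression. Car6, which encodes the secreted carbonic anhydrase VI, went from 0.0299 to 39.6 FPKM in the authors' deposited table. Cox6a2, the muscle form of a cytochrome c oxidase subunit, went from 0.175 to 24.6 FPKM, and Avil, the actin regulator advillin, from 0.170 to 12.2 FPKM in the authors' deposited table. The loci of Car6 (XLOC_016836) and Cox6a2 (XLOC_021935) lie on chromosome 4 from 150187016 to 150201135 and on chromosome 7 from 128173946 to 128206366 (mm10). Among the largest falls were the matrix genes Ogn, Mgp and Thbs1, with log2 changes of -3.60, -3.42 and -2.85, and Dapk2, a kinase gene, with -4.21 in the authors' deposited table. Gas1, a gene of growth arrest, fell from 95.1 to 15.3 FPKM in the authors' deposited table.

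All 43 tested amino acid response genes rose, 43 adjusted over the list alone, with a median log2 change of 1.67 (one-sided Fisher's exact test, adjusted p = 2.4e-22). Trib3 reached 118 FPKM, a log2 change of 4.41, and Slc7a3, an amino acid transporter gene, went from 0.0954 to 3.94 FPKM in the authors' deposited table. NRF2 targets rose in 17 of 20 cases (17 adjusted over the list alone; median log2 change 0.63; one-sided Fisher's exact test, adjusted p = 3.2e-06). Gsta4, a glutathione transferase gene, went from 113 to 683 FPKM, Hmox1, the haem oxygenase gene, from 99.7 to 264 FPKM, and Gclm, a subunit of the enzyme that starts glutathione synthesis, from 33.7 to 95.6 FPKM in the authors' deposited table.

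Ribosomal protein genes rose in 44 of 56 cases (45 adjusted over the list alone; median log2 change 0.44; one-sided Fisher's exact test, adjusted p = 3.91e-13). Of the nuclear-encoded respiratory chain and ATP synthase list, 31 of 63 rose (32 adjusted over the list alone; median log2 change 0.19; one-sided Fisher's exact test, adjusted p = 0.00367). Uqcrq, a subunit of complex III, went from 343 to 710 FPKM and Atp5g1 from 40.7 to 55.9 FPKM in the authors' deposited table. The call ended at q below 0.01 (adjusted p = 0.0775, Fisher's exact test), and the list's median stood at percentile 67.62 among random lists matched on expression. Genes encoded by mitochondrial DNA could not be compared. None of the 13 was found by its symbol, and transcripts of the mitochondrial chromosome were among the loci with too many reads for the tool.

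Of the cholesterol synthesis list, 24 of 25 fell (24 adjusted over the list alone; median log2 change -1.32; one-sided Fisher's exact test, adjusted p = 1.33e-12). Insig1 reached 6.34 FPKM, Hmgcs1 13.6 FPKM and Idi1, a later mevalonate pathway gene, 0.792 FPKM in the authors' deposited table. Fatty acid synthesis genes fell in 10 of 18 cases (10 adjusted over the list alone; one-sided Fisher's exact test, adjusted p = 0.0304), with Elovl6 and Fads2 at log2 changes of -1.02 and -1.12 in the authors' deposited table. Without combined loci, chosen after the data were seen, that call ended (adjusted p = 0.0798, Fisher's exact test).

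Myogenic regulators fell in 19 of 22 cases (19 adjusted over the list alone; median log2 change -0.87; one-sided Fisher's exact test, adjusted p = 3.25e-08). Myod1 reached 71.5 FPKM, Pax7 4.49 FPKM and Myf5 13.0 FPKM in the authors' deposited table. The loci of Pax7 (XLOC_016750) and Myod1 (XLOC_020417) lie on chromosome 4 from 139737057 to 139852769 and on chromosome 7 from 46376474 to 46379092 (mm10). The sarcomere list went both ways, with 11 of 30 lower and 5 higher. Actn3 fell from 9.27 to 2.12 FPKM and Myom2, a gene of the sarcomere's M band, rose from 1.93 to 3.998 FPKM in the authors' deposited table. Its lower count did not pass the test (adjusted p = 0.327, Fisher's exact test), but did with all tested loci as background (adjusted p = 0.0341, Fisher's exact test).

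Matrix genes fell in 24 of 32 cases (24 adjusted over the list alone; median log2 change -0.53; one-sided Fisher's exact test, adjusted p = 4.33e-08). Col6a1 fell from 27.1 to 5.01 FPKM and Col12a1 from 48.2 to 13.5 FPKM in the authors' deposited table. Fibroblast markers fell in 4 of 4 cases, 4 adjusted over the list alone, with Pdgfrb at 52.2 and 18.3 FPKM in the authors' deposited table (one-sided Fisher's exact test, adjusted p = 0.0243). One of the 4 lies in a combined locus, and without such loci the call ended (adjusted p = 0.0783, Fisher's exact test). Of the markers of osteoblasts and chondrocytes, 4 of 5 were called lower (adjusted p = 0.0754, Fisher's exact test), with Spp1, the osteopontin gene, at 1306 and 512 FPKM in the authors' deposited table. This list passed at q below 0.01 (adjusted p = 0.0483) and without combined loci (adjusted p = 0.025), by the same exact test.

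Mitotic genes fell in 25 of 35 cases (27 adjusted over the list alone; median log2 change -0.27; one-sided Fisher's exact test, adjusted p = 1.01e-07). The proliferation marker Mki67 fell from 45.6 to 24.6 FPKM and Aurkb, a mitotic kinase gene, from 72.4 to 44.4 FPKM in the authors' deposited table. The list of cell cycle inhibitors and G1 regulators fell in 10 of 17 cases (10 adjusted over the list alone; one-sided Fisher's exact test, adjusted p = 0.0189), a call that ended at q below 0.01 (adjusted p = 0.0752, Fisher's exact test). The list also went the other way, with 6 of the 17 called higher. Its members that fell included the inhibitor genes Cdkn1c, Cdkn2c and Cdkn2d, with log2 changes of -1.72, -1.08 and -1.46, while Ccnd2, a cyclin gene, rose by 1.71 in the authors' deposited table. Endoplasmic reticulum chaperones fell in 13 of 22 cases (13 adjusted over the list alone; one-sided Fisher's exact test, adjusted p = 0.00465), with Sdf2l1 at -1.21 and Herpud1 opposite at 1.35 on the log2 scale in the authors' deposited table. Inflammatory genes fell in 9 of 14 cases (9 adjusted over the list alone; one-sided Fisher's exact test, adjusted p = 0.0137), with the chemokine gene Cxcl12 at a log2 change of -1.25 and Ptgs2 opposite at 2.06 in the authors' deposited table.

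Lists of sugar metabolism did not pass in this comparison at the reported settings. Of 17 glycolysis genes, 7 were called higher and 4 lower. Hk2 rose from 21.9 to 47.3 FPKM and Slc2a1 from 91.2 to 121 FPKM, while Ldha was not called, at 430 and 401 FPKM in the authors' deposited table (q = 0.21). Of the galactose and glycogen list, 8 of 13 were called higher (adjusted p = 0.0736, Fisher's exact test). That list did pass at q below 0.01 (adjusted p = 0.0284) and without combined loci (adjusted p = 0.0429), by the same exact test. Galk1, the galactokinase of the Leloir pathway, rose by a log2 change of 0.25 in the authors' deposited table. The locus that combines Galt with Il11ra1 fell by 0.99 on the log2 scale in the authors' deposited table. Arrdc4, like Txnip a target of the glucose sensor MondoA, was listed at 0.486 and 0.0393 FPKM in the authors' deposited table (q = 0.0035). The list of glucose entry genes and of ChREBP and MondoA targets went both ways. Of its 7 tested members, 2 were called higher and 2 lower, with a median log2 change of 0.04, and it passed in neither direction.

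**Figure D2:**
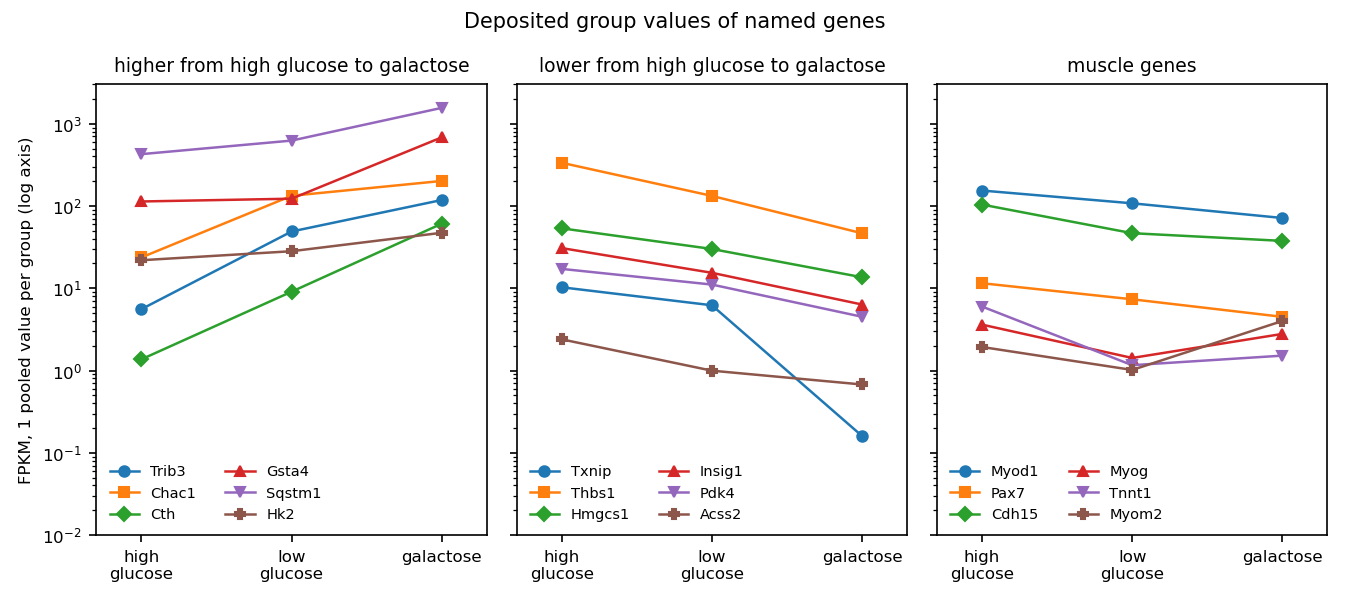
Pooled FPKM values from the authors' deposited table (log axis) of 18 named genes in high glucose, low glucose and galactose, 1 point per group with no error available, joined by lines. Txnip went from 10.3 and 6.21 FPKM to 0.160 FPKM in galactose, and Myog, Tnnt1 and Myom2 had their lowest value in low glucose.

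The comparison of low glucose with galactose set both treatments against each other. In galactose, NRF2 targets, genes of the galactose and glycogen list and sarcomere genes were higher than in low glucose, and genes of DNA replication were lower. The amino acid response was higher again and cholesterol synthesis lower again. Txnip was 38.8-fold lower and Gsta4 5.57-fold higher in galactose in the authors' deposited table. Chchd10, a gene of mitochondrial cristae, went from 4.85 to 27.0 FPKM in the authors' deposited table. Of 14495 loci tested, 4833 were called (33.34%), 2515 higher and 2318 lower in galactose, and 415 reached a 2-fold change, 245 higher and 170 lower.

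Amino acid response genes rose in 41 of 43 cases (42 adjusted over the list alone; median log2 change 0.64; one-sided Fisher's exact test, adjusted p = 1.05e-26), and Cth went from 9.08 to 61.0 FPKM in the authors' deposited table. Of 20 NRF2 targets, 16 rose (16 adjusted over the list alone; median log2 change 0.68; one-sided Fisher's exact test, adjusted p = 4.11e-08). Srxn1 and Osgin1, both NRF2 targets, had log2 changes of 1.17 and 1.03 in the authors' deposited table. Galactose and glycogen genes rose in 8 of 13 cases (8 adjusted over the list alone; median log2 change 0.17; one-sided Fisher's exact test, adjusted p = 0.00465). Those with the largest rises act mostly on glycogen: Gbe1, the branching enzyme, had a log2 change of 1.10, Stbd1, a glycogen-binding protein, 0.83, and Gys1, glycogen synthase, 0.68 in the authors' deposited table. Galm, the mutarotase that acts ahead of Galk1, had 0.98 and Galk1 0.17 in the authors' deposited table. Ribosomal protein genes rose in 23 of 56 cases (23 adjusted over the list alone; one-sided Fisher's exact test, adjusted p = 0.000373), a call that ended at q below 0.01 (adjusted p = 0.209, Fisher's exact test).

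Sarcomere genes were higher in galactose than in low glucose in 16 of 29 cases (16 adjusted over the list alone; median log2 change 0.51; one-sided Fisher's exact test, adjusted p = 6.96e-05). With a pseudocount of 1 FPKM the list's median was 0.39, and with or without it the median stood at percentile 100 of matched lists. Myom2 and the fast troponin genes Tnni2 and Tnnt3 had log2 changes of 1.98, 1.70 and 1.53 in the authors' deposited table. Myog rose by a log2 change of 0.97 in the authors' deposited table, against the direction of its list. The myogenic regulators fell in 15 of 22 cases (15 adjusted over the list alone; median log2 change -0.29; one-sided Fisher's exact test, adjusted p = 1.01e-06), with Pax7 at a log2 change of -0.71, Myod1 at -0.59, Id2 at -0.99 and Msc at -1.01 in the authors' deposited table. The list was not split into genes that promote and genes that restrain differentiation. Its fall, here and in the other comparisons, therefore gives no direction of differentiation.

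Cholesterol synthesis genes fell in 23 of 25 cases (23 adjusted over the list alone; median log2 change -0.73; one-sided Fisher's exact test, adjusted p = 7.08e-15), with Stard4, a sterol carrier gene, at a log2 change of -1.35 in the authors' deposited table. Fatty acid synthesis genes fell in 11 of 17 cases (11 adjusted over the list alone; one-sided Fisher's exact test, adjusted p = 9.6e-05), a call that ended at q below 0.01 (adjusted p = 0.0694, Fisher's exact test). Matrix genes fell in 22 of 32 cases (22 adjusted over the list alone; median log2 change -0.35; one-sided Fisher's exact test, adjusted p = 1.12e-09), with Thbs1 at 133 and 46.6 FPKM in the authors' deposited table. Of the 4 fibroblast markers, 2 were called lower, which did not pass as a list (adjusted p = 0.396, Fisher's exact test). Markers of osteoblasts and chondrocytes passed as lower with all tested loci as background (adjusted p = 0.0125) but not at the reported setting (adjusted p = 0.396), by the same exact test. The members added by that background included Col2a1 and Sp7, which had their highest value in low glucose, at 0.165, 0.445 and 0.0893 FPKM and at 0.242, 0.621 and 0.274 FPKM in high glucose, low glucose and galactose in the authors' deposited table. Inflammatory genes fell in 8 of 14 cases (8 adjusted over the list alone; one-sided Fisher's exact test, adjusted p = 0.00465), with Cxcl12 at 23.6 and 9.43 FPKM in the authors' deposited table.

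DNA replication genes fell in 22 of 35 cases (25 adjusted over the list alone; median log2 change -0.29; one-sided Fisher's exact test, adjusted p = 1.4e-08). Ccne2, a cyclin gene of S phase entry, went from 10.6 to 5.998 FPKM in the authors' deposited table. Rrm2, a subunit of ribonucleotide reductase, was listed at 311, 442 and 303 FPKM in high glucose, low glucose and galactose in the authors' deposited table, so its galactose value was near that in high glucose. Of the same 35 genes, 13 were called higher from high to low glucose (adjusted p = 0.0738; 0.0371 with all tested loci as background) and 15 lower from high glucose to galactose (adjusted p = 0.0736), by Fisher's exact test. Cdt1, a licensing factor gene, rose by a log2 change of 0.54 in the authors' deposited table. Mitotic genes fell in 16 of 35 cases (16 adjusted over the list alone; one-sided Fisher's exact test, adjusted p = 0.000373), and G1 regulators in 8 of 17 (8 adjusted over the list alone; one-sided Fisher's exact test, adjusted p = 0.0196). The G1 call ended at q below 0.01 (adjusted p = 0.0694, Fisher's exact test).

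Low glucose and galactose moved many of the same genes away from high glucose. Among 14628 loci tested in both comparisons, 2181 were called higher in both and 2091 lower in both, where independent lists of these sizes would share 699.8 and 672.0. Both comparisons share the high glucose libraries, and 200 simulations of unchanged groups that share them gave means of 18.9 and 18.6. Opposite calls were few: 52 loci were higher in low glucose and lower in galactose, and 65 the reverse. At q below 0.01 these were 26 and 34.

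**Figure D3:**
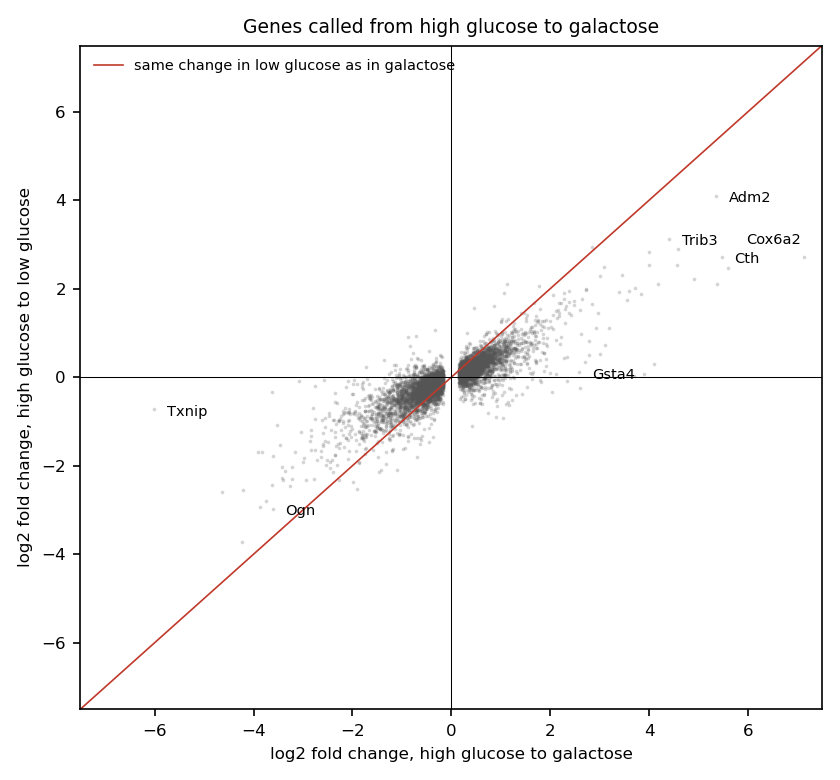
Each point is 1 of 7339 genes called from high glucose to galactose and tested in all 3 comparisons, with its log2 change to galactose (x axis) and to low glucose (y axis) from the authors' deposited table; 1 gene lies outside the axes. Points on the red line would have the same change in both media, and 78.53% of the genes lie between the line and 0.

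The series title names histone acetylation, which was not analysed here; the table holds transcripts of the enzymes only. Of 17 histone acetyltransferase genes, 4 were called higher and 1 lower in low glucose, 5 higher and 4 lower in galactose against high glucose, and 4 higher and 6 lower in galactose against low glucose. None of these counts passed the list test. Ep300, the acetyltransferase p300, was not called in any comparison, at 15.05, 15.2 and 14.6 FPKM in high glucose, low glucose and galactose in the authors' deposited table. Kat2a was called higher in each comparison, at 42.5, 49.5 and 59.7 FPKM in the authors' deposited table. Of 17 deacetylase and sirtuin genes, 2 were higher and 4 lower in low glucose, 6 higher and 3 lower in galactose against high glucose, and 6 higher and 2 lower in galactose against low glucose, which passed no list test. Hdac5 was called lower in each comparison, at 28.3, 19.3 and 13.7 FPKM in the authors' deposited table. Hdac1, at 3.48, 2.90 and 2.61 FPKM, was called between high glucose and galactose only, and Sirt1, at 5.92, 6.73 and 5.61 FPKM, was called higher in low glucose than in each other group in the authors' deposited table.

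Of 18 genes of pyruvate and acetyl-CoA metabolism, 8 fell in low glucose, as given above, and 9 were called lower in galactose against high glucose, where the list did not pass at q below 0.05 (adjusted p = 0.0865, Fisher's exact test). At q below 0.01 it passed in galactose (adjusted p = 0.0355) and not in low glucose (adjusted p = 0.123), by the same exact test. Adjusted over the list alone, 11 were lower in galactose. The list's median log2 change was -0.35 in galactose and -0.21 in low glucose, each against high glucose. These stood at percentiles 0.07 and 0.3 of lists matched on expression. Whether the list differed between both comparisons was not tested. Acss2 was listed at 2.39, 0.996 and 0.676 FPKM and Acly, which makes acetyl-CoA from citrate, at 58.3, 51.8 and 46.8 FPKM in the authors' deposited table. Acss2 was called in each comparison and Acly in both comparisons with high glucose. Pdk4 was listed at 17.2, 11.1 and 4.50 FPKM and called in each comparison, and Pdk1 at 4.06, 3.43 and 3.15 FPKM in the authors' deposited table, called in both comparisons with high glucose. Pdha1, the catalytic subunit gene of pyruvate dehydrogenase, was not called in any, at 91.2, 101 and 101 FPKM in the authors' deposited table. Ppargc1a, a coactivator of mitochondrial biogenesis, was not tested by the authors, with 0.152, 0.0662 and 0.0602 FPKM in the authors' deposited table.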

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

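Removing combined loci from the lists and matching on transcript length were chosen after the results were seen; the other alternatives were fixed before the data were examined. The limit of an absolute log2 change of at least 1 lowered the counts of called genes by more than 1.5 times by its own construction: from high to low glucose 487 genes remained past it (127 higher, 360 lower), from high glucose to galactose 1249 (484 higher, 765 lower), and from low glucose to galactose 415 (245 higher, 170 lower). Re-centring kept the deposited q and could turn only calls with a log2 change below its shift of at most 0.0319; the smallest called change was 0.1503, so its 47 values could not differ and are left out of the counts here. Another 32 recomputed counts of calls, of passing lists and of calls shared by both comparisons with high glucose in the same direction stayed within 1.5 times their reported value. Other overlaps, not among these counts, moved by more than 1.5 times at q below 0.01. Opposite calls in both comparisons with high glucose went from 52 to 26 and from 65 to 34. Loci higher in low glucose than in both other groups went from 282 to 155, and those lower from 409 to 246. Of the single list results and the counts with a log2 limit of 0.5, 172 recomputed values kept their direction and side of the threshold, 17 no longer passed and 2 counts moved with a pseudocount of 1 FPKM, from 1698 to 982 and from 1494 to 864; no value reversed. In the other direction, 12 recomputed list tests, of 9 list results that did not pass as reported, passed under an alternative. Beside those given with their comparison these were the interferon list, lower from high to low glucose (adjusted p = 0.016 with all tested loci, 0.0222 without combined loci, Fisher's exact test) and higher from low glucose to galactose (0.0275 with all tested loci), and the immediate early list, lower from low glucose to galactose (0.0461 at q below 0.01). The number of passing list tests ranged from 34 to 40 around the reported 37. No paired analysis was possible because the table holds 1 pooled value per group and no value per library. For the same reason, leaving out each library, a replicate block and other splits of the libraries were not run. Depth is unknown, so a gene that was not called cannot be read as unchanged, and most of the 11565, 11451 and 11767 loci the authors did not test had too few reads.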

Other observations

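The search for genes at an extreme in low glucose, the tests of gene families and every weighed test apart from the plain reassignment of low glucose changes were chosen after the results were seen. The genes named for an extreme in low glucose were also chosen after their values were seen.

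In low glucose, 282 loci were higher than in both other groups and 409 lower, where independent calls would give 434.5 and 425.3 and simulations of unchanged groups that share the low glucose libraries 19.1 each. At q below 0.01 these counts fell to 155 and 246, where independent calls would give 231.0 and 232.8. Among the 282 loci, Angptl4, an inhibitor of lipoprotein lipase, was listed at 27.3, 46.7 and 25.9 FPKM in high glucose, low glucose and galactose in the authors' deposited table. Tfrc, the transferrin receptor gene, was listed at 35.3, 48.5 and 31.1 FPKM and Smoc2, a matrix gene, at 18.0, 38.6 and 19.985 FPKM in the authors' deposited table. Of 35 DNA replication genes, 6 were higher in low glucose than in both other groups, against 262 of 13087 tested loci (one-sided Fisher's exact test, adjusted p = 0.002 over 66 tests). Ranked by the smaller of both steps among loci with 1 symbol and a mean of at least 5 FPKM, the largest dips were those of Trim54, a muscle ring finger gene, at 7.16, 3.42 and 8.07 FPKM, Enho, a peptide hormone gene, at 5.98, 3.02 and 6.67 FPKM, Aldh3a1, an aldehyde dehydrogenase gene, at 7.61, 4.07 and 14.3 FPKM, and the myosin light chain gene Mylpf at 12.8, 7.18 and 14.8 FPKM in the authors' deposited table. Genes whose symbols start with Eif, mostly translation initiation factors, were called higher in low glucose in 33 of 51 cases (adjusted p = 3.62e-09, Fisher's exact test) and in galactose against high glucose in 34 of 52 (adjusted p = 1.65e-05, Fisher's exact test). These came from 926 tests of symbol families whose grouping rule was revised once after its output was seen; under the first rule the adjusted p-values were 4.2e-09 and 1.91e-05, by the same exact test.

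Some genes of the named rule stood out in lists that did not pass at the reported settings in the comparison given. In galactose against high glucose, the list of autophagy, lysosome and FoxO targets had 10 of 26 called higher and 9 lower. Its autophagy receptor gene Sqstm1 rose from 427 to 1560 FPKM, and its FoxO targets Fbxo32 and Sesn1 fell from 4.78 to 1.58 FPKM and from 8.42 to 3.55 FPKM in the authors' deposited table. Of the hypoxia list, 5 of 18 were called higher and 8 lower in the same comparison, with Vegfa, the vascular growth factor gene, rising from 84.9 to 189 FPKM and Lox, which crosslinks collagen, falling from 138 to 73.0 FPKM in the authors' deposited table. Of the immediate early list, 8 of 25 were called higher and 10 lower, with Egr1 going from 41.9 to 13.4 FPKM and Myc from 44.2 to 78.2 FPKM in the authors' deposited table. Of the pentose phosphate and hexosamine list, 7 of 13 were called higher, among them Pgd, from 149 to 273 FPKM, and Ogt, from 16.1 to 25.9 FPKM in the authors' deposited table. Of the tricarboxylic acid cycle list, 8 of 22 were called higher and 4 lower. Of the adipocyte markers, 2 of 3 were called lower and 1 higher in low glucose, with a median log2 change of -1.30 at percentile 0.01 of matched lists (adjusted p = 0.291 for the lower count, Fisher's exact test). The same genes were called in galactose against high glucose, with a median of -0.88 at percentile 0.77 (adjusted p = 0.447, Fisher's exact test). Lpl went from 6.86 FPKM in high glucose to 2.71 FPKM in low glucose, Cebpa from 8.59 to 3.48 FPKM and Pparg from 11.9 to 17.9 FPKM in the authors' deposited table.

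The rise of ribosomal protein and respiratory chain genes was weighed against a gain of short or abundant transcripts as a class. Ribosomal protein medians stood at percentile 100 in galactose and in low glucose among random lists matched on expression and transcript length, on length alone and on expression alone, which argues against each of these as the whole cause. For the respiratory chain in galactose, percentile 99.77 among lists matched on length argues against short length alone, but 92.25 with both and 89.8 with expression leave open that abundant transcripts rose as a class, which would be consistent with the list's median of 0.19 beside 0.12 for matched lists. These percentiles are over the 60 members with a known transcript length, from pools without ribosomal and respiratory chain genes; over all 63 members and all loci of the list test it was 67.62. Ribosomal protein genes were listed at very different levels. Rpl24, Rps23, Rps29 and Rps7 had 1.42, 2.96, 3.73 and 27.3 FPKM in high glucose in the authors' deposited table, far below Rplp1. The matching on expression used such values, and whether the reads of these genes were assigned to the right loci was not tested. The percentiles therefore do not cover errors of read assignment. The change of medium itself stays open for both lists and was not tested.

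Sarcomere genes that dipped in low glucose and were higher again in galactose, 15 of 30 against 365 of 13087 tested loci (one-sided Fisher's exact test, adjusted p = 2.53e-14), were weighed against low expression and against scaling. Among members with a mean of at least 5 FPKM, 4 of 13 had this pattern against 239 of 10157 loci (one-sided Fisher's exact test, p = 0.000181), which argues against values near the detection floor as the whole cause; a first form of this test, which counted falls alone (7 of 13), was replaced after it was seen. After re-centring, the list's median log2 change to low glucose was -0.73, at percentile 0.0 of matched lists, whose central range was -0.18 to 0.07. Re-centring moves the list and its matched lists alike, so it could not change this percentile, which was 0.0 without it too. A factor on all low glucose values would likewise move both alike and would not make the gap between them. A candidate explanation is a different share of differentiating cells in the low glucose cultures, with density at harvest or the medium as possible reasons, and the pooled values cannot test it.

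Low glucose values lay between those of high glucose and galactose for 78.53% of 7339 genes called from high glucose to galactose and tested in all 3 comparisons. The share was 92.76% for the 1036 of these 7339 genes with at least a 2-fold change. It was 84.88% for 2096 genes with an absolute log2 change from 0.5 to 1, and 71.86% for 4207 genes below 0.5. A larger change leaves a wider range between both values, so higher shares in the classes of larger change can follow from the definition alone. No conclusion is drawn from this difference between classes. Shares after reassignment, given next, are for all 7339 genes and not for these classes of size. When low glucose changes were reassigned among genes of like expression, the highest of 1000 shares was 42.96%, which argues against unrelated responses; an error of the shared high glucose libraries added in a first test of chance did not raise the shares (mean 41.27% against 41.44%), so that test decided nothing and was replaced. The step from low glucose to galactose holds no high glucose library, so chance values of those libraries, or high glucose cultures that alone stood apart, would leave it unrelated to the step from high to low glucose, but 71.51% of 2422 loci called in both steps kept their direction against at most 57.14% in 1000 reassignments, which argues against each as the whole cause. A part of the change from high glucose that came from how those cultures were kept stays open. A graded response of the same genes to less glucose may be one explanation, as a hypothesis found and tested on the same data.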
